A study of Mus musculus with 8 samples. Its data were reported in "The critical role of the proto-oncogene c-Kit in TSC renal cystogenesis" (2025).

How the data were processed

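Whole-kidney poly(A) RNA of 45-day-old mice was measured in 4 WT and 4 Tsc1/Foxi1-dKO libraries, sequenced on a HiSeq instrument. Per the labels, the authors aligned the reads with HISAT2 2.0.4 and counted them per gene with HTSeq 0.9.1. The genome build is not given in the sources used here. Of the 26893 genes listed, 26878 had an identifier of the GRCm38 annotation (GENCODE) and overlapped its position, and coordinates are printed as deposited. The deposited table holds raw counts per gene. It also holds a signal column per library, in which the authors divided the counts by a size factor per library, and the mean of that signal per group. The deposited FPKM values are relative to gene length and to a library size that the authors scaled with the same size factors. The authors' log2 fold changes, p-values and adjusted p-values are in the same table, with no statement of the test in the sources used here. In 23 entries a gene symbol had been turned into a date, and these were recovered by identifier. The labels list separate samples per group and do not say that each came from its own animal, so p-values measure the spread between these samples. Samples of the single Tsc1 knockout are not analysed here.

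Everything was computed from the deposited counts. Genes were kept by filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total count 15), which left 15912 genes, of which 13791 were protein-coding. Libraries were scaled by TMM, and dKO was compared with WT by edgeR's quasi-likelihood test with robust estimation, two-sided, in R 4.3.3. Benjamini-Hochberg adjustment was over all tested genes, with a threshold of 0.05. The SE of a log2 fold change is its size divided by the square root of the F statistic. CPM uses the TMM-scaled library size. The design, the tests, the gene lists, the alternatives and the rule for named genes were fixed before the data were examined. That rule took Tsc1, Foxi1, Aqp2 and the study's A-type transcripts. It added the 10 protein-coding genes with the largest rise and the 10 with the largest fall among those past the threshold, with a mean of at least 1 FPKM in the higher group and no overlap between groups. From each list it took up to 4 members by adjusted p and, where no member passed, up to 2 by FPKM. Itpa-ps1, Eif3j1, Mfap1b and Xist were named outside it, after their values were seen. Of the genes that the rule takes, 3 are not reported here, though they stay in every test and list count.

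Of 31 gene lists, 30 had at least 3 tested members and were tested by camera of limma 3.58.1 on voom values with a preset correlation of 0.01, adjusted over the lists. They cover A-type and B-type intercalated cells, the proton pump of intercalated and of all cells, and the study's A-type transcripts. They also cover principal cells, the distal convoluted and connecting tubule, the thick ascending limb, the proximal tubule and its acid-base genes, podocytes and endothelium. Others hold immune cells, fibroblasts and matrix, tubular injury, proliferation, mTORC1 targets of sterol and lipid synthesis, of ATF4 and of hypoxia and glycolysis. The rest hold ERK feedback, immediate-early and interferon genes, urothelium, blood, adrenal and adipose tissue, male-biased and female-biased kidney genes, Y-linked genes, the circadian clock and mitochondrially encoded genes. Camera with an estimated correlation and fry were alternatives. The lists overlap: 8 of the 9 transcripts selected by the study are also in another list.

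Total counts were 18573459, 19179034, 14791687 and 17867143 in WT replicates 1 to 4, and 21293850, 17173194, 24973213 and 17786932 in dKO replicates 1 to 4. A floor of 3 reads in a library corresponds to 0.120 to 0.203 CPM. The test was checked on simulated data made from these libraries: changes of 1.5-fold were found in 29.9% of 67 genes, of 2-fold in 71.6% of 67 and of 4-fold in 90.9% of 66. Of 147 calls made there, 19 (12.9%) were genes that had not been changed, a larger share than the threshold of 0.05 aims for. Of the 30 lists, only the list that had been shifted was called. Genes were drawn there independently of each other. That check therefore cannot show how camera at the preset correlation behaves for lists whose members vary together. The labels give no batch, litter or sex, so no covariate was used.

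Alternatives were size factors of the DESeq2 kind (RLE) and upper-quartile factors, DESeq2 1.42.0, limma-voom, no filter on low counts, and a minimum of 1 CPM in 4 libraries. Others were non-robust estimation, protein-coding genes only, the 20 most abundant and the mitochondrial genes left out, the deposited FPKM with 1 or 0.1 added on the log2 scale, the authors' deposited p-values, a test against a fold of 1.3, and each library left out in turn. Leaving out dKO replicates 1 and 4 together, and the estimated correlation without replicate 1, replicate 4 or both, were chosen after seeing the data. Sex as a covariate was not run. All 4 WT libraries have Y-linked reads and only dKO replicate 1 has none, so a sex term would rest on that library alone. For technical explanations, the expected outcomes of 3 tests were written beforehand and those of 6 after the result was seen. For sex, what was written beforehand concerned whether Y-linked genes and Xist separate the groups, and the count of shared calls was chosen afterwards. The reading of the test of genes near Tsc1 and Foxi1 was also made stricter after its value was seen, by asking in addition where most of the called genes lay, and came out the same either way. Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3.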

Results

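Poly(A) RNA of whole kidneys was sequenced from 45-day-old mice of 2 groups. The WT group held 4 libraries and the Tsc1/Foxi1-dKO group held 4 libraries, from mice that carry a principal-cell deletion of Tsc1, driven by Aqp2-Cre, together with a Foxi1 knockout. The total number of counted reads per library ran from 14791687 in WT replicate 3 to 24973213 in dKO replicate 3. Levels are given as CPM, the normalised read count relative to the scaled library size, as mean ± SD with n = 4 per group. Fold changes are log2 of dKO over WT, with the standard error (SE) of the fit. Floors and intervals cover counting error only.

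The comparison of dKO with WT asks what the kidney transcriptome looks like when Foxi1, the transcription factor that intercalated cells need, is removed along with Tsc1 in principal cells. The targeted genes were read in every library before anything else. Foxi1 (ENSMUSG00000047861, chromosome 11, 34204338 to 34208089) stood at 26.6 to 33.6 CPM in the 4 WT libraries and at 1.33, 1.56 and 1.41 CPM in dKO replicates 1, 2 and 3. The library labelled Tsc1/Foxi1-dKO replicate 4 held Foxi1 at 45.9 CPM, from 834 reads, above every WT library. Tsc1 (ENSMUSG00000026812, chromosome 2, 28641228 to 28691167), whose deletion is limited to principal cells, was 51.3 ± 9.82 CPM in WT and 52.4 ± 6.42 CPM in dKO, a log2 fold change of 0.03 (SE 0.14, adjusted p = 0.952 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

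Many transcripts of intercalated cells, the acid- and base-secreting cells of the collecting duct, followed Foxi1 library by library. Kit, the receptor tyrosine kinase of A-type intercalated cells, was 21.3 ± 2.23 CPM in WT, 2.17 to 2.74 CPM in dKO replicates 1 to 3 and 25.6 CPM in the library labelled Tsc1/Foxi1-dKO replicate 4. The anion exchanger Slc4a1 read 0.0578 to 0.161 CPM in dKO replicates 1 to 3 and 77.5 CPM in the library labelled replicate 4, against 54.8 ± 7.73 CPM in WT. Aqp6, Atp6v1g3 and Hmx2 had at most 0.0578 CPM in dKO replicates 1 to 3, and 78.3, 47.5 and 10.8 CPM in the library labelled replicate 4. The B-type markers Slc26a4 (pendrin) and Slc4a9 showed the same pattern, with 79.8 and 85.1 CPM in the library labelled replicate 4 and at most 2.62 CPM in the other 3 dKO libraries. With all 4 dKO libraries in the test, neither Foxi1 (log2 fold change -1.25, SE 1.21, adjusted p = 0.676) nor Kit (-1.39, adjusted p = 0.48) passed the threshold. Without the library labelled replicate 4, Foxi1 fell by 4.37 on the log2 scale (adjusted p = 4.73e-07), Kit fell by 3.15 (adjusted p = 7.02e-06) and Slc26a4 fell by 5.58 (adjusted p = 0.000286). In that test 16 of the 25 intercalated-cell genes tested were lower in dKO, and all 16 lay above the WT mean in the library labelled replicate 4. That library stood out by these same transcripts, so the p-values without it are not independent evidence of their fall.

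**Figure D1:**
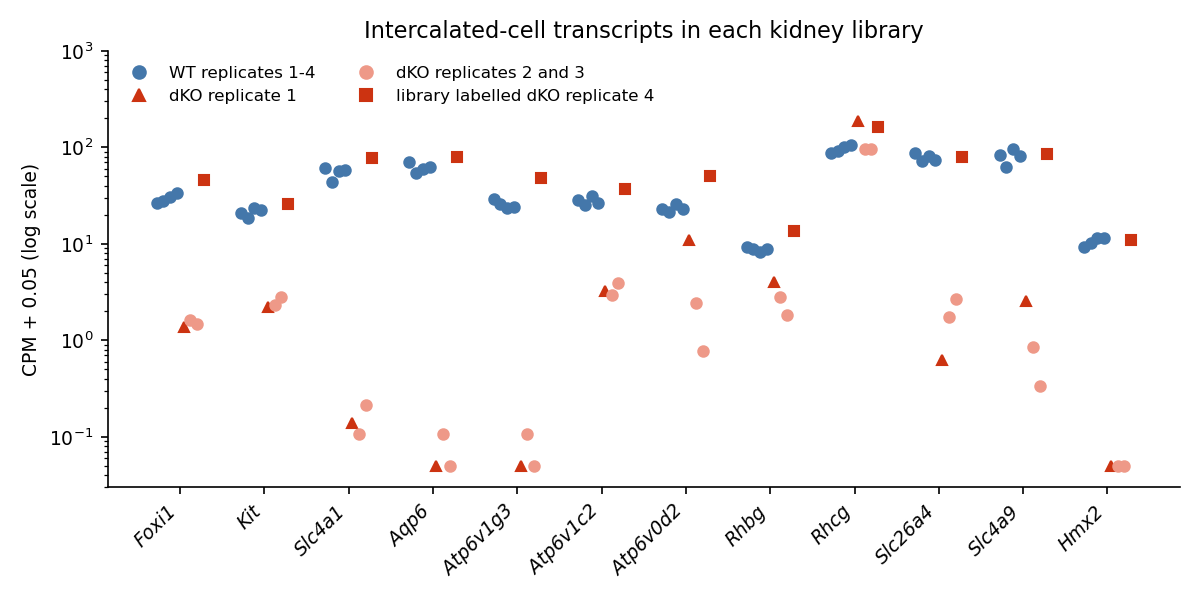
CPM plus 0.05 on a log axis for 12 intercalated-cell transcripts, each point a library of the WT or Tsc1/Foxi1-dKO group (n = 4 each). The library labelled Tsc1/Foxi1-dKO replicate 4 held Foxi1 at 45.9 CPM and Kit at 25.6 CPM, while dKO replicates 1 to 3 held Foxi1 at 1.33 to 1.56 CPM.

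As groups, and with the library labelled replicate 4 included, the intercalated-cell lists lay lower in dKO by camera with a preset correlation. Of 15 tested A-type genes, 12 had negative fold changes, and 1 passed over all genes tested and 1 adjusted over the list alone (camera adjusted p = 1.01e-05; adjusted p = 0.42 with an estimated correlation). That gene was the exchanger Slc26a7 (log2 fold change -1.40, SE 0.30, adjusted p = 0.0414), at 0.886 to 1.38 CPM in all 4 dKO libraries, and its call was lost without the library labelled replicate 4 (adjusted p = 0.0653). Of 7 B-type genes, 5 had negative fold changes; 0 passed over all genes tested and 1, in the upward direction, adjusted over the list alone (camera adjusted p = 0.00196; adjusted p = 0.42 with an estimated correlation). All 5 subunits of the intercalated-cell proton pump had negative fold changes, with 0 past the threshold over all genes or adjusted over the list alone (camera adjusted p = 0.00494; adjusted p = 0.42 with an estimated correlation). The 9 A-type transcripts that the study selected, partly on these libraries, are not independent evidence: 8 had negative fold changes, with 0 past the threshold over all genes or adjusted over the list alone (camera adjusted p = 1.01e-05; adjusted p = 0.42 with an estimated correlation). Without the library labelled replicate 4, the A-type, B-type and proton-pump lists held with an estimated correlation at adjusted p = 0.0297 each and the study's list at adjusted p = 0.0206. These values too are not independent evidence, since that library was singled out on transcripts of these lists. Not every A-type gene followed Foxi1: besides Slc26a7, low in all 4 dKO libraries, the carbonic anhydrase Car2 was 328 ± 48.3 CPM in WT and 426 ± 93.6 CPM in dKO (adjusted p = 0.271). The ammonia channel Rhcg was at 96.3 ± 9.02 CPM in WT and 135 ± 46.6 CPM in dKO (adjusted p = 0.301). Its dKO values were 95.9 and 95.7 CPM in replicates 2 and 3, 186.9 CPM in replicate 1 and 162.5 CPM in the library labelled replicate 4. The 18 subunits of the proton pump found in all cells were not shifted, with 0 past the threshold over all genes or adjusted over the list alone (camera adjusted p = 0.504).

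Another dKO library stood apart. Replicate 1 had 0 reads from Y-linked genes and 11083 reads of Xist, while the other 7 libraries had 2189 to 4380 Y-linked reads and at most 11 Xist reads. It also held the highest Aqp2, the principal-cell water channel, at 1234 CPM, beside 339 to 408 CPM in the other dKO libraries and 260 ± 38.4 CPM in WT. Aqp2 did not pass with all libraries (log2 fold change 1.19, adjusted p = 0.204) and was 0.55 higher without replicate 1 (adjusted p = 0.0205).

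In the distal nephron and among principal cells of the collecting duct, 2 listed genes passed the test over all genes. Hsd11b2, which protects the mineralocorticoid receptor from glucocorticoids, rose from 165 ± 11.7 to 244 ± 46.2 CPM (log2 fold change 0.57, SE 0.13, adjusted p = 0.0477). S100g, a calcium-binding protein of the connecting tubule, rose from 218 ± 19.99 to 351 ± 75.2 CPM (0.69, SE 0.14, adjusted p = 0.0365). Both calls stood near the threshold: Hsd11b2 lost it in 11 of 21 alternatives, limma-voom and non-robust estimation among them, with adjusted p from 0.0022 to 0.14, and S100g in 8, with adjusted p from 0.00053 to 0.126. All 12 tested principal-cell genes had positive fold changes, with 1 past the threshold over all genes and 1 adjusted over the list alone (camera adjusted p = 0.000516; adjusted p = 0.42 with an estimated correlation). The list of the distal convoluted and connecting tubule had 10 of 12 positive, 1 higher over all genes, and 6 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.00254; adjusted p = 0.42 with an estimated correlation). In it the calcium channel Trpv5 was 11.9 ± 2.56 CPM in WT and 27.8 ± 10.4 CPM in dKO (adjusted p = 0.0543). Of 10 genes of the thick ascending limb, 9 were positive, 0 passed over all genes, and 2 were higher and 1 lower adjusted over the list alone (camera adjusted p = 0.0135; adjusted p = 0.461 with an estimated correlation). In dKO replicate 1 the medians of these 3 lists were the highest of the dKO group. Without it the median log2 fold change of the principal-cell list went from 0.48 to 0.27 and that of the thick ascending limb from 0.29 to 0.18, with both lists still called at the preset correlation (camera adjusted p = 0.000204 and 0.0212; adjusted p = 0.343 and 0.448 with an estimated correlation). The median of the distal convoluted and connecting list went from 0.39 to 0.27, with 3 members higher and 1 lower over all genes. By library, the principal-cell median was 0.963 in replicate 1 and 0.496 in the library labelled replicate 4. In dKO replicates 2 and 3 it was only 0.155 and 0.112. Without replicate 1 and the library labelled replicate 4 together, the median log2 fold change was 0.169 for principal cells. It was 0.143 for the thick ascending limb and 0.25 for the distal convoluted and connecting list.

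**Figure D2:**
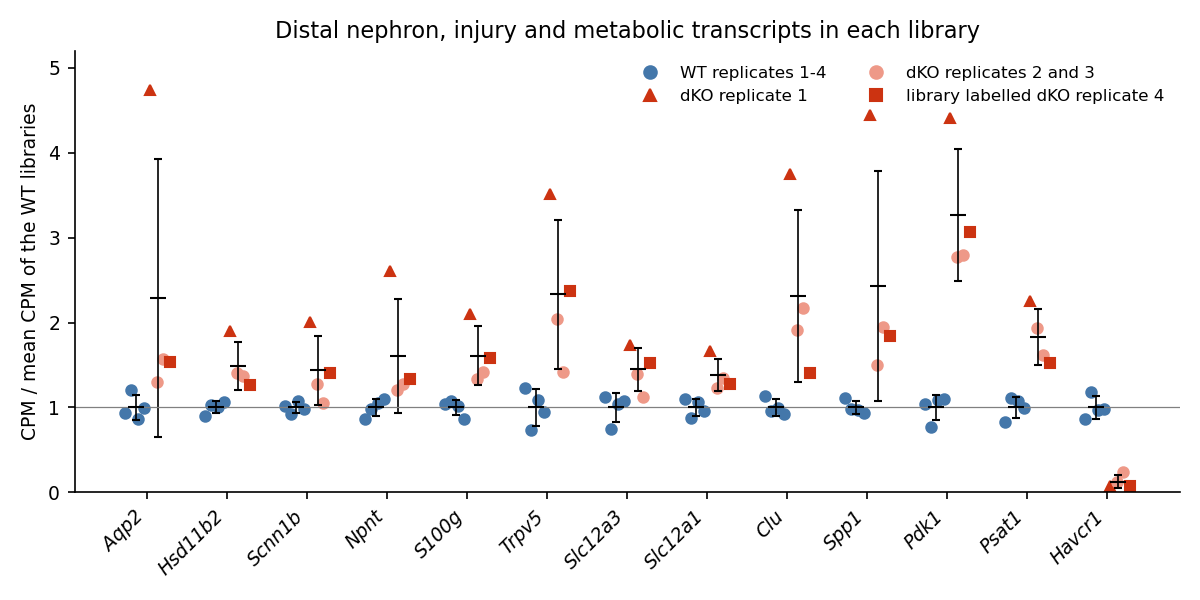
CPM of 13 transcripts in each library divided by the mean of the 4 WT libraries, with bars for the mean ± SD of each group (n = 4). Aqp2 was 1234 CPM in dKO replicate 1 and 339 to 408 CPM in the other dKO libraries, and Havcr1 was lower in all 4 dKO libraries.

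The proximal tubule list was not shifted (camera adjusted p = 0.946, median and test differing in sign), yet 2 of its 20 tested genes rose over all genes, and 3 were higher and 1 lower adjusted over the list alone. These were the phosphate transporter Slc34a3 (log2 fold change 0.67, SE 0.10, adjusted p = 0.00685) and the organic anion transporter Slc22a8 (0.58, SE 0.10, adjusted p = 0.018). Havcr1, which encodes the injury marker KIM-1, fell from 10.8 ± 1.42 to 1.36 ± 0.827 CPM (log2 fold change -2.96, SE 0.34, adjusted p = 0.00192). Havcr1 (chromosome 11, 46735080 to 46779578) lies within 20 Mb of Foxi1. Slc34a3 (chromosome 2, 25228898 to 25234364) lies within 20 Mb of Tsc1. Whether position near an engineered gene plays a part in either change was not tested. Of the 10 tested injury genes, 6 had positive and 4 negative fold changes. Among the positive ones, Clu was 212 ± 20.2 CPM in WT and 489 ± 214 CPM in dKO (adjusted p = 0.053, and past the threshold in 7 of 21 alternatives, with adjusted p from 6.36e-05 to 0.158), and Spp1 was 382 ± 29.2 and 931 ± 518 CPM (adjusted p = 0.082). The injury list as a whole, with 1 of 10 tested genes lower over all genes and 2 higher and 1 lower adjusted over the list alone, was not shifted (camera adjusted p = 0.341). Proximal genes of acid-base handling were not shifted either (camera adjusted p = 0.693), with 0 of 7 past the threshold over all genes or adjusted over the list alone.

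Lists of genes that mTORC1 is known to drive lay higher in dKO, most of all in dKO replicate 1. Pdk1, a kinase that holds back pyruvate oxidation, rose from 16.0 ± 2.44 to 52.3 ± 12.4 CPM (log2 fold change 1.71, SE 0.17, adjusted p = 0.000849). Pdk1 lies on chromosome 2 (71873224 to 71903858), the chromosome of Tsc1, on which called genes were more frequent. Its list of hypoxia and glycolysis genes had 8 of 12 positive, 1 higher over all genes and 2 higher adjusted over the list alone (camera adjusted p = 0.0139; adjusted p = 0.42 with an estimated correlation). In that list Eno1 was 572 CPM in WT and 968 CPM in dKO (adjusted p = 0.0704), while its near copy Eno1b was 157 and 21 CPM. The sterol and lipid list had 13 of 18 positive, 1 higher over all genes, and 6 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.00718; adjusted p = 0.42 with an estimated correlation). Of 15 ATF4 and amino-acid genes, 12 were positive. Psat1, of serine synthesis (0.87, adjusted p = 0.0119), and the transporter chain Slc3a2 (0.76, adjusted p = 0.0249) rose, and Shmt2, of mitochondrial one-carbon metabolism, fell by 0.61 (adjusted p = 0.0401). Adjusted over the list alone, 3 were higher and 1 lower (camera adjusted p = 0.0344; adjusted p = 0.461 with an estimated correlation). The ATF4 list had a median of 0.55 in dKO replicate 1 and 0.05 to 0.28 in the other dKO libraries. Without replicate 1 its median log2 fold change went from 0.32 to 0.11 and its call was lost (camera adjusted p = 0.215). The sterol and lipid median went from 0.36 to 0.23 and that list stayed called at the preset correlation (camera adjusted p = 0.00919; adjusted p = 0.448 with an estimated correlation).

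Among protein-coding genes past the threshold, with at least 1 FPKM in the higher group and no overlap between groups, the largest rises by fold were in Ugt1a10, a glucuronosyltransferase, at 0.318 ± 0.165 CPM in WT and 35.7 ± 25.5 CPM in dKO (log2 fold change 6.84, adjusted p = 0.00556), and in the coagulation factor gene F10 (3.65, adjusted p = 0.000833). Rdh16f2 (2.84) and Fcgbp (2.59) followed, then Mfap1a, Itpa, Cox6a2, Hao2, Slc16a5 and Gdpd3, with log2 fold changes of at most 2.32. In the WT libraries Ugt1a10 had 3 to 8 reads and F10 had 2 to 10, so the size of these folds is uncertain. Replicate 1 held the highest dKO value of all these rises but F10, Mfap1a and Gdpd3. Ugt1a10 was 68.8 CPM there against 12.8 to 42.3 in the other dKO libraries, and Rdh16f2 315 against 79.7 to 145. Itpa (chromosome 2, 130667610 to 130681614) rose from 6.99 ± 1.69 to 33.3 ± 3.65 CPM, and its copy Itpa-ps1 fell from 24.8 ± 2.98 to 1.28 ± 0.389 CPM. The sum of both was 31.8 ± 4.38 CPM in WT and 34.5 ± 3.87 CPM in dKO. Mfap1a also has a near copy, Mfap1b, and their sum was 5.95 ± 0.889 CPM in WT and 26.7 ± 1.1 CPM in dKO. The deepest fall among such genes was in Synpr, a synaptic vesicle protein gene, with 1151 reads over the WT libraries and 3 over the dKO libraries. That is a ratio of 463 with a 95% counting interval of 158 to 2250. Angptl7 fell from 567 ± 207 to 14.6 ± 8.03 CPM (log2 fold change -5.28, adjusted p = 0.00233). Mybpc3, a cardiac sarcomere gene, fell from 5.22 ± 1.21 to 0.157 ± 0.103 CPM (-5.09, adjusted p = 9.72e-05). Ctxn3, Eif3j2, Cnbd2, Lipo2, Havcr1, Eno1b and Rnf180 fell by 3.97 to 2.81 on the log2 scale. Of these largest rises and falls, Itpa, Mfap1a, Mybpc3 and Cnbd2 lie on chromosome 2, on which called genes were more frequent. Havcr1 lies within 20 Mb of Foxi1. Whether DNA of another strain at these places plays a part was not tested gene by gene. Eif3j2 and Eno1b share sequence with Eif3j1 and Eno1. The summed CPM was 39.7 in WT and 36.7 in dKO for the former pair, and 729 and 989 for the latter.

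Podocyte genes (7 of 9 positive, 0 past the threshold over all genes, 1 higher adjusted over the list alone) lay higher by camera (adjusted p = 0.0474; adjusted p = 0.461 with an estimated correlation). Endothelial genes did so too (9 of 9 positive, 0 past the threshold over all genes or adjusted over the list alone, camera adjusted p = 0.0235; adjusted p = 0.586 with an estimated correlation). Proliferation genes had 14 of 21 positive and 0 past the threshold over all genes or adjusted over the list alone (camera adjusted p = 0.039; adjusted p = 0.586 with an estimated correlation). Their median was 0.39 in dKO replicate 3, 0.03 to 0.10 in the other dKO libraries and -0.16 to 0.08 in WT. Interferon genes had 13 of 15 positive, with Oas1a higher over all genes and adjusted over the list alone (log2 fold change 1.08, adjusted p = 0.0253; camera adjusted p = 0.0235; adjusted p = 0.586 with an estimated correlation). Urothelial genes had 7 of 7 positive and 0 past the threshold over all genes or adjusted over the list alone (camera adjusted p = 0.0437; adjusted p = 0.586 with an estimated correlation). Replicate 1 had the highest dKO median in the podocyte, endothelial, interferon and urothelial lists. The urothelial median was 1.18 there and -0.12 to 0.29 in the other dKO libraries, and the endothelial median 0.45 there and -0.01 to 0.30 in the others. Without replicate 1 these 4 lists lost their calls (camera adjusted p = 0.0651, 0.226, 0.215 and 0.396). Genes of blood cells lay lower, with Hbb-bs at 169 ± 51.7 CPM in WT and 97.8 ± 7.12 CPM in dKO (adjusted p = 0.0587), 0 past the threshold over all genes and 4 of 5 lower adjusted over the list alone (camera adjusted p = 0.00196; adjusted p = 0.42 with an estimated correlation). Immune, fibroblast and matrix, ERK feedback, immediate-early, adipose, Y-linked, circadian and mitochondrially encoded lists were not shifted (camera adjusted p = 0.341, 0.103, 0.0869, 0.123, 0.245, 0.0812, 0.568 and 0.969). The circadian mean and median differed in sign, and without dKO replicate 1 the immune list lay lower (camera adjusted p = 0.0218; adjusted p = 0.58 with an estimated correlation). Among their members Ier2, an immediate-early gene, rose by 0.75 (adjusted p = 0.00577), and 1 fibroblast and 1 immediate-early gene were higher adjusted over the list alone. The adrenal list had only Star tested, at 5.12 CPM in WT and 5.07 CPM in dKO, and was left out of the set test.

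**Figure D3:**
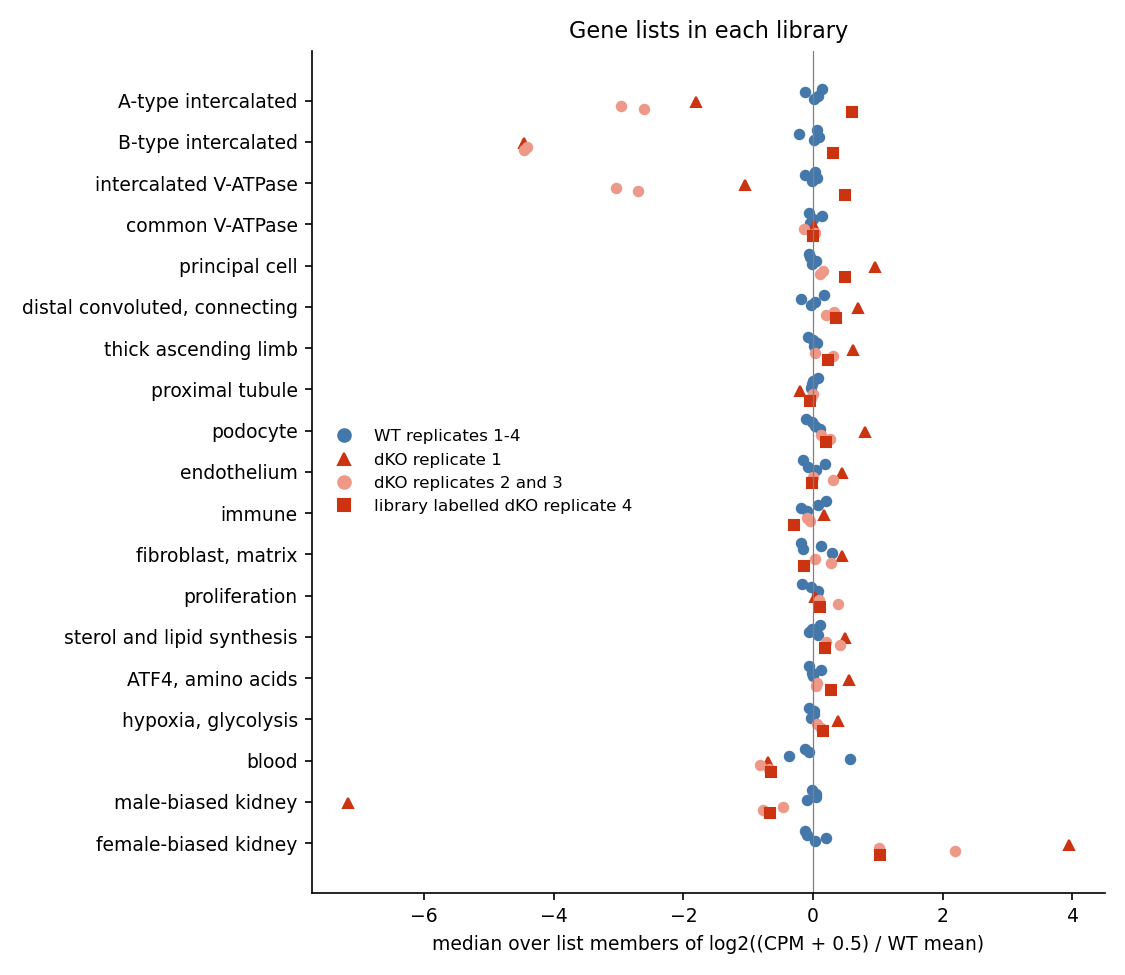
Median over the members of each list of log2((CPM + 0.5) / WT mean) in each of the 8 libraries of the WT and Tsc1/Foxi1-dKO groups. The library labelled Tsc1/Foxi1-dKO replicate 4 lies apart from dKO replicates 1 to 3 in the intercalated-cell lists, while dKO replicate 1 lies farthest from WT in the sex-biased lists, at -7.17 for the male-biased and 3.95 for the female-biased list.

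Across the transcriptome, 363 of 15912 tested genes differed between dKO and WT, 184 of them higher and 179 lower in dKO, and 358 differed by over 1.3-fold. All 363 had no overlap between the 4 libraries of each group, as had 12.1% of the tested genes, where chance gives 2.86%. Called genes were spread over the autosomes and X, and chromosome 2, which carries Tsc1, held 57 of them among 1219 tested (odds ratio 2.31, Fisher's exact test, adjusted p = 4.44e-06 over the chromosomes). Without dKO replicate 1 the count was 628, and with each WT library left out in turn it was 225, 143, 141 and 138. Without the library labelled replicate 4 it was 342 (157 higher, 185 lower), of which 247 were among the 363. Without dKO replicates 2 and 3 in turn it was 332 and 253, of which 275 and 207 were among the 363.

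**Figure D4:**
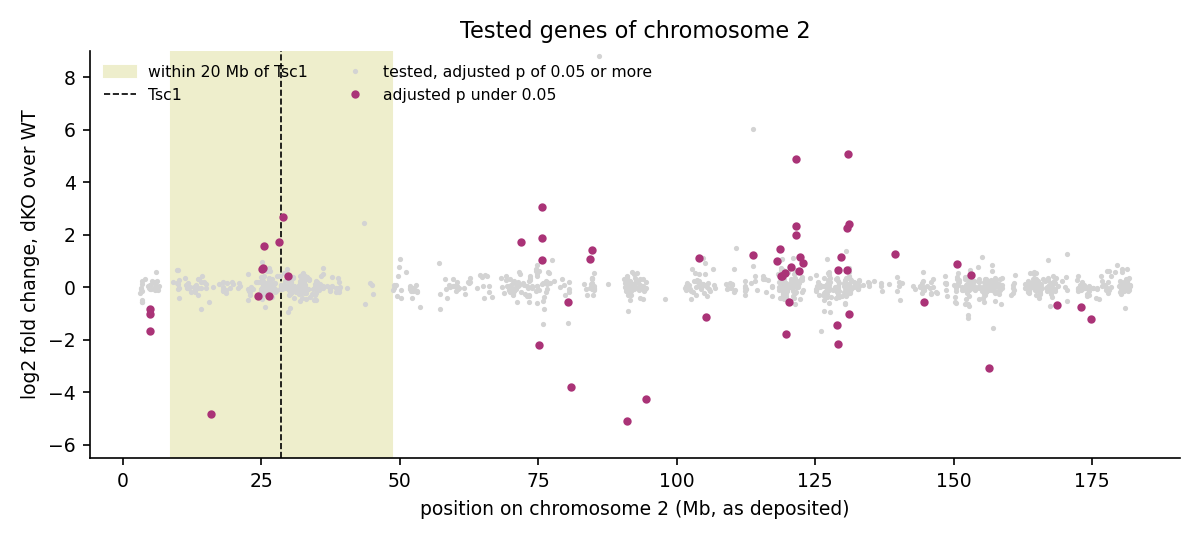
Log2 fold change of dKO over WT against position on chromosome 2 (in Mb) for the 1219 tested genes, with the 57 genes at an adjusted p under 0.05 in colour and the region within 20 Mb of Tsc1 shaded. Called genes lie along the whole chromosome, 48 of them outside the shaded region.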

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

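The tests on the library labelled Tsc1/Foxi1-dKO replicate 4, on chromosome 2 and on Itpa were chosen only after the result was seen. So was the count of shared calls used for sex, where only the question whether Y-linked genes and Xist separate the groups was set beforehand. The tests on the split of the libraries and on genes near Tsc1 and Foxi1 were set beforehand. A library was picked out where it lay so far from the other 3 of its group that its gap to the nearest, divided by the range of the group, exceeded Dixon's 95% critical value for 4 libraries. Of 314 group values looked at, 34 did so, 16 of them by dKO replicate 1, 10 by the library labelled Tsc1/Foxi1-dKO replicate 4, 1 by dKO replicate 3 and 7 in WT. Chance alone picks out about 1 in 20 groups.

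Of the 35 splits of the 8 libraries into 4 and 4, 1 called as many genes as the split by genotype, and that was the split by genotype itself, with 363 genes against at most 1 in the others. The split by genotype thus stood out, and 1 in 35 is the smallest share that this test can give. All other splits mix WT and dKO libraries, so the test cannot say how many of the 363 calls arose by chance. DNA of another strain close to the engineered genes does not account for most of the count, since 349 of the 363 lay more than 20 Mb from Tsc1 and Foxi1, and genes within that distance were called at an odds ratio of 1.2 (0.646 to 2.06, Fisher's exact p = 0.454). That interval leaves room for a modest excess. The dKO library without Y-linked reads does not account for the count either. Y-linked reads were absent in that 1 dKO library alone, and 356 of the 363 were also called among the 7 libraries with Y-linked reads. In dKO replicates 2 and 3 and the library labelled replicate 4, the male-biased kidney list had medians of -0.469, -0.765 and -0.668. The female-biased list had 1.022, 2.198 and 1.027 there. Other differences tied to sex are thus not excluded, and genotype stays open as a hypothesis.

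The library labelled Tsc1/Foxi1-dKO replicate 4 held 16 intercalated-cell transcripts, those lower in dKO without it, above the WT mean, though Slc26a7 stayed low at 1.38 CPM. A WT kidney under the dKO label would lie near 0 on a scale from the WT mean (0) to the mean of the other dKO libraries (1), but over 326 called genes outside the intercalated-cell lists its median position was 0.81 (quartiles 0.55 and 1.01). WT RNA mixed into a dKO library could only bring these transcripts part of the way to WT, yet their median ratio to the WT mean was 1.41 over 16 genes. The ratios ran from 1.01 to 3.01, with the B-type genes Slc26a4, Hmx2 and Slc4a9 near the WT mean (1.01, 1.03 and 1.06). A candidate explanation is a mouse that kept a working Foxi1 gene, with the rest of its genotype as labelled, since Foxi1 itself stood at 1.55 times the WT mean. This was found and tested on the same library, and genotyping the sample would be the way to settle it.

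Called genes were more frequent on chromosome 2, which carries Tsc1, and chromosome 2 was looked at because it stood out among all chromosomes after the test set beforehand, of the 20 Mb windows, had found no excess. Outside the window of Tsc1 its genes were called at an odds ratio of 2.6 against the other chromosomes (48 of 917 against 301 of 14479, Fisher's exact p = 5.7e-08, genes taken as independent). DNA of another strain carried along the chromosome with the floxed Tsc1 may account for this, and no value here excludes it, though the sources used here describe all lines as C57BL/6. A gained or lost copy of the chromosome does not, as the median log2 fold change over its tested genes was 0.018. For Itpa, reads moving between the gene and its copy may account for the change, since the summed CPM of Itpa and Itpa-ps1 differed by a log2 ratio of only 0.12.

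The values that follow give, for each gene, the gap over the range and then the CPM of the library that stood apart against the lowest and highest of the other 3. In the library labelled Tsc1/Foxi1-dKO replicate 4 the highest values of the group were those of Aqp6 (0.999; 78.3 against 0 to 0.0578), Atp6v1b1 (0.873; 136 against 55.9 to 66.1), Atp6v1c2 (0.972; 36.6 against 2.89 to 3.83), Atp6v1g3 (0.999; 47.5 against 0 to 0.0578) and Foxi1 (0.995; 45.9 against 1.33 to 1.56). It was also highest for Hmx2 (1; 10.8 against 0 to 0), Kit (0.976; 25.6 against 2.17 to 2.74), Slc26a4 (0.974; 79.8 against 0.575 to 2.62), Slc4a1 (0.999; 77.5 against 0.0578 to 0.161) and Slc4a9 (0.974; 85.1 against 0.282 to 2.52).

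In dKO replicate 1 the highest values were those of Aqp2 (0.924; 1234 against 339 to 408), Cnbd2 (0.869; 8.23 against 4.27 to 4.79), Ehd3 (0.938; 70.9 against 43.7 to 45.4) and Glud1 (0.885; 986 against 490.2 to 547). Also highest there were Kcnj1 (0.926; 367 against 191 to 204), Lox (0.885; 9.43 against 3.69 to 4.35), Npnt (0.912; 351 against 162 to 179) and Nr4a1 (0.89; 38.5 against 4.91 to 8.61). The same held for Pck1 (0.94; 4894 against 1940 to 2118), Slc16a5 (0.882; 36.2 against 19.9 to 21.8), Slc7a12 (0.931; 119 against 1.87 to 9.95), Spp1 (0.848; 1700 against 575 to 746) and Synpr (1; 0.133 against 0 to 0). The lowest values there were those of the Y-linked genes Ddx3y (0.85; 0 against 56.2 to 66.1), Kdm5d (0.832; 0 against 23.3 to 28) and Uty (0.953; 0 against 24.6 to 25.8). In dKO replicate 3 Etv5 was lowest (0.859; 30.9 against 36.9 to 37.9).

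Among the WT libraries, Atp6v1b2 (0.948; 516 against 445 to 448) was highest in WT replicate 2, Glud1 (0.85; 549 against 602 to 611) was lowest in WT replicate 1, Hmgcs1 (0.836; 527 against 664 to 691) was lowest in WT replicate 1, Pck1 (0.872; 1785 against 3186 to 3392) was lowest in WT replicate 1, Pdk1 (0.84; 12.4 against 16.8 to 17.6) was lowest in WT replicate 2, Slc16a5 (0.942; 4.65 against 6.68 to 6.81) was lowest in WT replicate 2 and Slc26a7 (0.917; 1.6 against 3.62 to 3.8) was lowest in WT replicate 2.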

How the results depend on the processing

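The estimated correlation without replicate 1, replicate 4 or both, and leaving out dKO replicates 1 and 4 together, were chosen only after the result was seen. The count of changed genes stayed within 1.5 times of 363 with other scaling, limma-voom, the filters, protein-coding genes or the FPKM values. DESeq2 called 965 genes (505 higher, 460 lower, 874 over 1.3-fold) and the authors' deposited p-values 974 (508 higher, 466 lower, 877 over 1.3-fold), and the cause was not tested. Both had 3033 genes with an unadjusted p under 0.05, so they are not separate evidence. A test against a fold of 1.3 called 92, as its construction asks for more. With each library left out in turn the counts ran from 138 to 628 (57 to 303 higher, 78 to 325 lower, 138 to 595 over 1.3-fold). The counts without WT replicates 1 to 4 were 225, 143, 141 and 138, from fewer samples, and 628 without dKO replicate 1, the cause of which was not tested. Leaving out dKO replicates 1 and 4 together gave 522 genes (289 lower), of which 253 were among the 363. Of the 18 lists called with the preset correlation, 0 were called with an estimated one, and 1 of the lists by fry. That 1 was the list of female-biased kidney genes (fry adjusted p = 0.0268). The estimated correlation called 0 lists without dKO replicate 1, 4 without the library labelled Tsc1/Foxi1-dKO replicate 4 and 4 without both. Single genes had values under 20 or 21 alternatives, without the test against a fold of 1.3, which was run for the count only. Of 33 named genes past the threshold, 20 passed under every one of these that gave a value. The other 13 were Ctxn3, Fcgbp, Hao2, Hsd11b2, Lipo2, Oas1a, Rdh16f2, S100g, Shmt2, Slc22a8, Slc26a7, Slc3a2 and Ugt1a10, with adjusted p of up to 0.14. Among these alternatives, Ugt1a10 lost its call with limma-voom alone (adjusted p = 0.0656). The other 12 each lost theirs without 3 or all of the WT libraries, Slc22a8 under no other of these alternatives, and all of them but Fcgbp and Slc22a8 also without a dKO library. Slc26a7 lost its call without dKO replicate 2 (adjusted p = 0.0743), replicate 3 (0.0883) or the library labelled Tsc1/Foxi1-dKO replicate 4 (0.0653). Of 124 named genes that did not pass, 82 passed under none of these alternatives. No gene or list changed direction past the threshold. No paired analysis was possible because the labels number the libraries of the groups separately and nothing links a WT library to a dKO library. On simulated data 29.9% of changes of 1.5-fold were found, and whether depth or the spread between libraries limited this was not tested.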

Other observations

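Lists of sex-biased kidney genes were shifted by camera with a preset correlation, farthest in dKO replicate 1. Of 9 tested male-biased genes, 8 had negative fold changes, with 0 past the threshold over all genes or adjusted over the list alone (camera adjusted p = 0.00689; adjusted p = 0.586 with an estimated correlation). Slco1a1, an organic anion transporter, was 870 CPM in WT and 0.177 CPM in dKO replicate 1, the library with 0 Y-linked reads, but also 309, 162 and 277 CPM in dKO replicates 2, 3 and the library labelled Tsc1/Foxi1-dKO replicate 4. All 6 female-biased genes had positive fold changes, with Gm4450 higher over all genes (log2 fold change 1.14, SE 0.15, adjusted p = 0.00328) and 5 higher adjusted over the list alone (camera adjusted p = 0.00196; adjusted p = 0.42 with an estimated correlation). Without dKO replicate 1, the male-biased list still lay lower at the preset correlation (camera adjusted p = 5.94e-07) and the female-biased list higher (7.99e-07), with adjusted p = 0.118 for each with an estimated correlation. In that test Slco1a1 fell by 1.81 on the log2 scale (adjusted p = 0.00372), and over its alternatives the adjusted p ran from 0.00372 to 0.596.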
